A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

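Copy number was measured by array comparative genomic hybridization (array CGH), in which the DNA of a mouse and that of a reference mouse carry different dyes and compete for the same probes. The family held 1 sire, 1 dam and 6 F1 mice of the C57BL/6J/Nrs strain (C57BL/6 in the labels), and DNA came from tail tissue. Each of the 8 mice was hybridized on 2 arrays with the dyes exchanged (dye swap), which gave 16 arrays. The labels name reference male mouse 3 on 15 arrays and reference male mouse 2 on the array that carries F1 mouse 6 in Cy5. A mouse was taken as 1 replicate and its 2 arrays as technical measurements. Groups came from the labels, which do not give the sex of the F1 mice.

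Per the file headers, the arrays were custom designs with 973116 spots on 1 slide each, extracted by the authors with Feature Extraction 10.7.1.1, and probe positions refer to the mouse build mm9. The labels and the published methods differ on the DNA extraction kit, and the file headers and the published methods differ on the scanner model. The deposited processed signals are intensities after background subtraction and linear dye normalization on each array by the authors. The lowess term was 0 on all 16 arrays, so no intensity-dependent dye correction had been applied. The deposited raw medians of spot and background are intensities without normalization. The deposited LogRatio column is the log10 of red over green processed signal. The deposited value table of the series holds log2 ratios, which equal that column after conversion and a change of sign on the arrays with the mouse in Cy5. Its direction is reference over mouse, so a loss in a mouse is positive there, and the column medians lay between -0.0093 and 0.0036. All values below run the other way, as mouse over reference.

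Each array held 966371 spots other than the 6745 control spots, and the value table lists 964482 of them. Spots with a non-uniformity or population outlier mark (125 to 208 per array) were left out. The log2 of mouse over reference processed signal was centred on the autosomal median of the array, and spots of the same probe were averaged. This left 950749 probes, of which 950622 were autosomal, 68 X-linked and 23 Y-linked. The remaining 36, on unplaced contigs, were left out. No pair among the 120 pairs of arrays held identical values.

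Precision was limited by the number of arrays and by signal over background. The signal-to-noise ratio was 19.3 to 27.1 in green and 29.5 to 41.9 in red. The standard deviation of the difference between neighbouring probes was 0.220 to 0.295 on the log2 scale. Between 0.227% and 0.988% of spots per array were not well above background in at least 1 channel, and 0 spots were saturated. Over probes, the correlation between the 2 arrays of one mouse, both expressed as mouse over reference, was -0.41 to -0.08. Between arrays of different mice with the same dye orientation it was 0.21 to 0.58. Probes are not independent replicates, so these correlations describe the arrays only. Ratios of single probes therefore followed the dye orientation more closely than the mouse, which is why both arrays of a mouse had to pass in the same direction.

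A probe was called positive by the published first-screening rule, namely a log2 ratio past 0.8 on both arrays of a mouse, or past 0.5 on both arrays at 2 adjacent autosomal probes. The same direction on both arrays was required in addition, a condition that the published rule does not state. A region was a run of at least 2 positive probes of the same direction with at most 1 other probe inside, and regions of at least 4 positive probes were named apart. An F1-only region held no positive probe of that direction in either parent. A carrier of a parental region was an F1 mouse with a positive probe of that direction in it. Regions of 1 parent within 1 Mb were counted as 1 locus, and positive probes between those regions did not make a carrier. Group means of counts were compared by a two-sided exact permutation test over 28 splits of the 8 mice, and carriers against an even chance by a two-sided exact binomial test with exact Clopper-Pearson 95% intervals. Each F1-only region and the chromosome 4 stretch were set beside 10000 random runs of as many neighbouring probes in the same mouse.

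Probe-wise tests used limma 3.58.1 in R 4.3.3 on the mean of the 2 arrays per mouse, with the groups sire, dam and F1 and Benjamini-Hochberg adjustment at 0.05. Of the autosomal probes, 949966 had a value in all mice and were tested. The reference was 1 animal on 15 arrays, so its own spread is left out of the F1 mean against 0. The parents had 1 mouse each, whose spread was assumed to be that of the F1 mice. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Regions were named by a rule fixed before the data were examined: in each class the 5 with the most positive probes, ties by larger size, and the 5 F1-only single probes of largest size. Stretches of 10-probe windows with a mean past 0.3 in the same direction on both arrays were added after the data were seen, as were pairs of arrays from different mice and 2 further alternatives on the chromosome 4 stretch.

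The calling rules were tested on simulated data. Changes were added to both arrays of the sire, the dam and F1 mouse 2 at 300 random places each. They were put in at the full expected log2 ratio, 0.58 for a gain of 1 copy and -1 for a loss. A loss of 1 copy over 2 probes was found as a region in 84.3% to 93.7% of insertions, and over 4 probes in 98.3% to 100%. A gain of 1 copy was found in 12.0% to 14.3% over 2 probes, in 61.3% to 66.3% over 10 probes and in 99.7% to 100% over 74 probes. Within gains of 74 probes only 20.4% to 24.4% of the probes were positive. With limma, simulated F1 shifts of 0.5 were found at 87.5% of probes in the F1 mean and at 34.5% in the difference from the parents. A shift of 1.0 in the sire alone was found at 0% of probes in sire minus dam. The limma simulation held 100000 probes, with 200 shifted at each size. The arrays had 949966 tested probes and only 2 calls for the F1 mean, so the adjusted cutoff there was stricter. The shares of 87.5% and 34.5% are therefore too high for a lone shifted probe on the arrays.

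Alternatives changed the thresholds, the centring, the background method (normexp on the median signals with an offset of 50, as the mean signals were incomplete), the spot filters, the direction rule, the dye orientations used, the source table, the region rule, the parental rule and the mice included. Scan day, read from the file headers, was tried as a random block in limma. A correction for probe GC content and the fixed gene lists were not run, because the files give neither probe sequences nor gene names and the genome at hand is of another build than mm9. For the same reason no gene, exon or intron is given for any region. The second-screening arrays and the quantitative PCR of the study were not analysed here.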

Results

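DNA copy number was profiled in 1 family of C57BL/6J/Nrs mice, made up of 1 sire, 1 dam and 6 F1 mice, against a reference male mouse. Each mouse was measured on a dye-swap pair of arrays with 950622 autosomal probes at a median spacing of 2053 bp. The question of the series was whether offspring of males kept under gamma rays carry changes in copy number that their parents lack. Its title states 20 mGy per day for 400 days, and the sample names (20mGyOM for the sire, 20mGyOF for the dam, 20mGyO1 to 20mGyO6 for the F1 mice) begin like those of the irradiated group of the study. Its design text, however, calls this sire unexposed. The 16 arrays held no family with another exposure, so exposed and unexposed families were not compared. All log2 ratios below are mouse over reference, means of the 2 arrays, and positions are 1-based in the mouse build mm9. A column of the deposited value table has the opposite sign.

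Sex-linked probes gave a change of known size, since the reference was male. In the dam, the X-linked probes had a median of 0.94 ± 0.24 (SD over 68 probes) and the Y-linked probes one of -1.56 ± 1.05 (SD over 23 probes). F1 mice 4, 5 and 6 had X-linked medians of 0.89, 0.89 and 0.92 and Y-linked medians of -1.44, -1.54 and -1.67. The sire and F1 mice 1, 2 and 3 lay between -0.02 and 0.04 on X and between -0.09 and -0.03 on Y. The study chose sex-linked probes to tell the sex of the mice. By them F1 mice 4, 5 and 6 were female, like the dam, and F1 mice 1, 2 and 3 male, like the sire. A copy number of 2 against 1 corresponds to a log2 ratio of 1. Of the 68 X-linked probes, 29 passed 0.8 on both arrays in the dam (42.6%, exact 95% interval 30.7% to 55.2%), and 23, 26 and 28 did so in F1 mice 4, 5 and 6. None of the 68 passed in the sire or in F1 mice 1, 2 and 3, a share of up to 5.28% by the exact interval. With a different background method, the dam's medians were 0.60 on X and -0.40 on Y, so the size of these ratios depended on it.

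**Figure D1:**
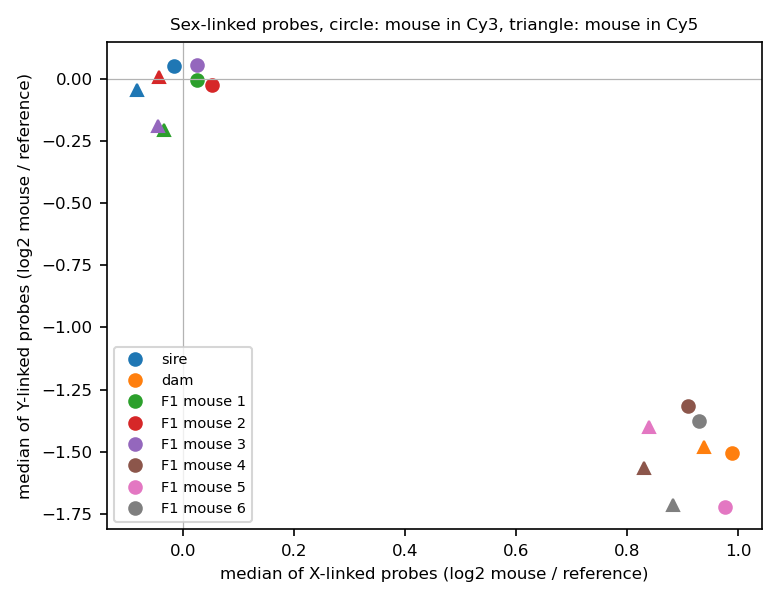
Median log2 ratio (mouse over reference) of the X-linked probes (horizontal axis) and the Y-linked probes (vertical axis) on each of the 16 arrays, coloured by mouse, with circles for the mouse in Cy3 and triangles for the mouse in Cy5. The arrays of the dam and of F1 mice 4, 5 and 6 sit near 0.9 on X and below -1.3 on Y, and the arrays of the other mice sit near 0 on both.

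No autosome showed a shift of the size that a whole extra or missing copy would give. Over 19 autosomes and 8 mice, the 152 chromosome medians lay between -0.0058 and 0.0143. The highest was that of chromosome 8 in F1 mouse 2. A gain from 2 to 3 copies would correspond to 0.58.

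Positive probes were few and mostly private to 1 mouse. The sire had 54, the dam 223, and F1 mice 1 to 6 had 147, 131, 138, 106, 131 and 200, out of 950622 autosomal probes. More of them were lower than higher than the reference, 749 against 381 over all mice (33.7% higher), and in the dam 124 were lower and 99 higher. This split depended on the dye, with 68.5% higher on the arrays with the mouse in Cy3 alone and 24.6% on those with the mouse in Cy5 alone. Of all probes positive in any mouse, 852 were so in 1 mouse, 48 in 2, 14 in 3, 33 in 4 and 1 in all 8. The F1 mean was 142 ± 31.4 (SD, n = 6) and that of the parents 138.5 ± 120 (SD, n = 2), a difference of 3.67 that was smaller than the spread within either group (two-sided exact permutation test, p = 0.893, smallest possible p 0.0357). The parents were scanned on a day without F1 mice, so no value within 1 day can be given for this difference. Probes past 0.8 on both arrays but in opposite directions were more frequent, with 245 in the sire, 388 in the dam and 330 to 675 in the F1 mice. The total of 1130 positive probes fell to 444 at a threshold of 1.0, to 399 without dim spots and to 245 with the other background method, and under each of these the F1 mean lay below the parental mean.

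**Figure D2:**
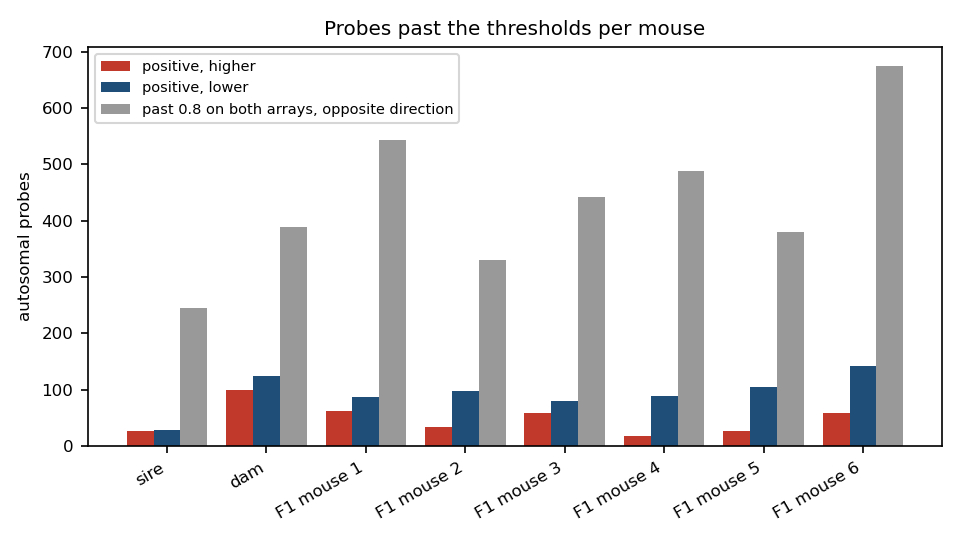
Number of autosomal probes (vertical axis) past the thresholds in each of the 8 mice, as bars for positive probes higher than the reference, positive probes lower than the reference, and probes past 0.8 on both dye-swap arrays in opposite directions. The grey bars, from 245 to 675 probes, are taller than the red and blue bars in every mouse.

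Runs of neighbouring positive probes formed 37 regions, 24 higher and 13 lower than the reference. The dam had 12, the sire 4, and F1 mice 1 to 6 had 6, 1, 4, 1, 1 and 8. Of the 37 regions, 31 held 2 positive probes, 2 held 3, and 4 held at least 4. Those 4 were the same interval of chromosome 3 in the dam and in F1 mice 4, 5 and 6, while 12 of the 24 higher regions lay within 1 stretch of chromosome 4 in the sire and F1 mice 1 and 6. The F1 mean of 3.5 ± 3.02 regions (SD, n = 6) and the parental mean of 8.0 (n = 2) were not separated by a two-sided exact permutation test (p = 0.25). When the Cy3 array of 1 mouse was paired with the Cy5 array of another, 56 such pairs gave 1.34 regions on average against 4.62 for the 8 own pairs (permutation over 100000 matchings, p = 6e-05). Both arrays of a mouse, except F1 mouse 5, were scanned on the same day. Some pairs of different mice, such as the sire and the dam, also shared a scan day, but they were not compared apart. The permutation over matchings therefore does not separate mouse from scan day.

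The stretch of chromosome 4 ran from 101110482 to 101270535 (160 kb, 74 probes) and was higher in the sire and in F1 mice 1 and 6. Its mean was 0.53 ± 0.12 in the sire, 0.54 ± 0.13 in F1 mouse 1 and 0.54 ± 0.17 in F1 mouse 6 (SD over 74 probes). The dam and F1 mice 2, 3, 4 and 5 had means between -0.03 and 0.03. On single arrays the carriers lay between 0.52 and 0.55, and the best-fitting first and last probes were identical in all 3 mice. In each carrier, 0% of 10000 random runs of 74 neighbouring probes had a mean as large. A ratio of 3 copies to 2 corresponds to 0.58. Because this ratio falls between the thresholds, only 9, 9 and 8 of the 74 probes were positive in these mice, and the rule broke the stretch into 4 short regions in each. The stretch was delimited after its values were seen.

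**Figure D3:**
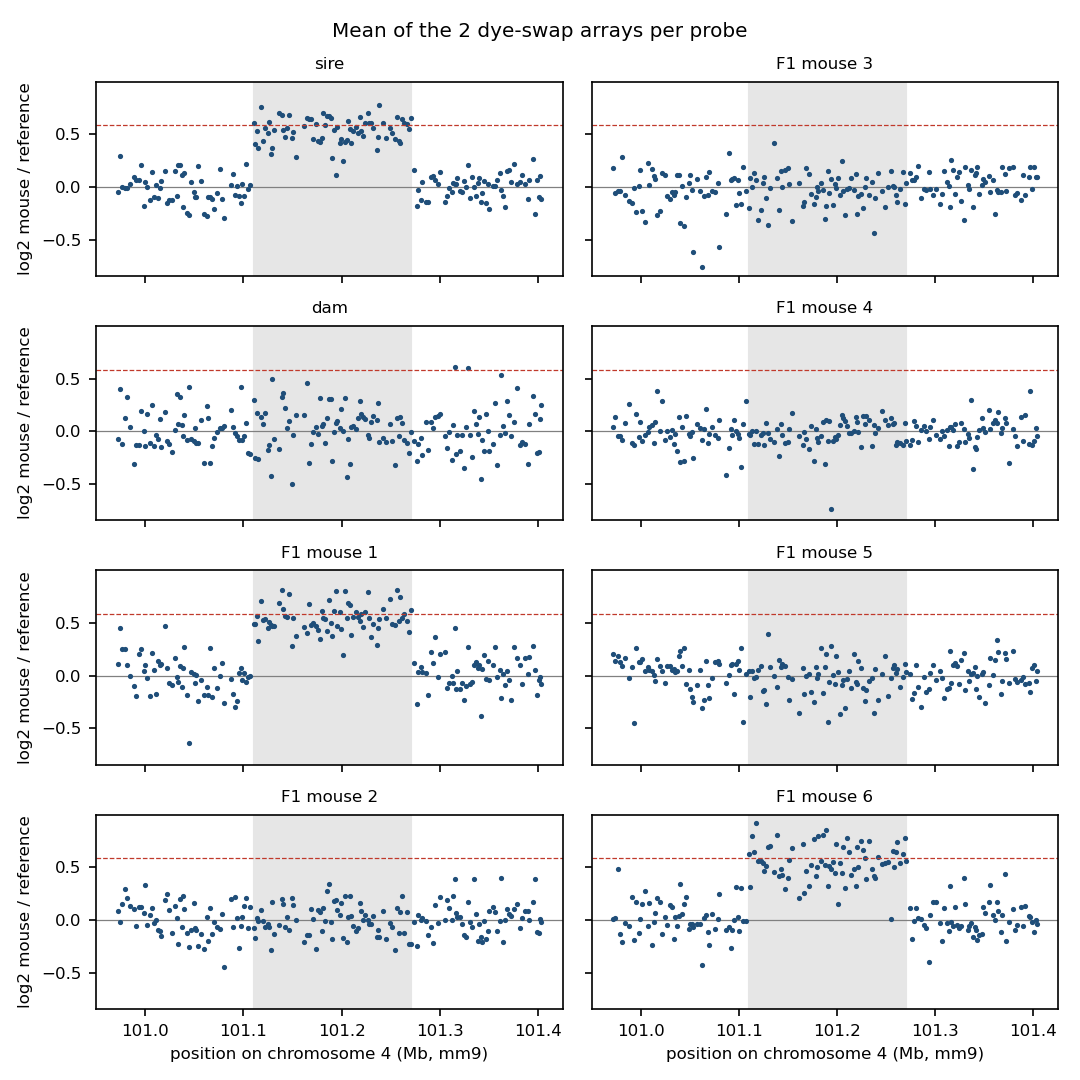
Log2 ratio (mouse over reference, mean of the dye-swap pair, vertical axis) of single probes against position on chromosome 4 in Mb of mm9 (horizontal axis), 1 panel per mouse, with the stretch shaded and the ratio of 3 to 2 copies (0.58) dashed. Probes within the shading lie near 0.5 in the sire and F1 mice 1 and 6 and around 0 in the other mice.

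Whether parental regions recurred among the F1 mice was asked for each parent. The 4 sire regions all lay in the chromosome 4 stretch and counted as 1 locus. By positive probes inside these 4 short regions, 1 of 6 F1 mice, F1 mouse 6, carried it (16.7%, exact 95% interval 0.421% to 64.1%, exact binomial test against an even chance, p = 0.219). This count leaves out F1 mouse 1, whose positive probes, such as 2 at 101206446 to 101208337, lay between or beside the sire regions. By the mean of the whole stretch, a rule added after the data were seen, both F1 mice carried it, 2 of 6 (33.3%, interval 4.33% to 77.7%, exact binomial p = 0.688). Of 12 loci of the dam, 11 had no F1 carrier, and the 3 carriers among 72 chances (4.17%, interval 0.868% to 11.7%) were F1 mice 4, 5 and 6 at the chromosome 3 interval. That interval takes the 72 chances as independent, though the same 6 mice recur at every locus, so it does not bound a transmission rate. For gains the share of 4.17% says little about transmission, because 9 of the 12 loci were gains over 2 probes. Simulated gains of 1 copy over 2 probes had any positive probe in only 13% to 19% of insertions. The other 2 loci without a carrier were losses over 2 probes, chromosome 8, 14061669 to 14063532 (-0.65 in the dam), and chromosome 18, 30257346 to 30259320 (-0.61), where F1 means lay between -0.27 and 0.18. Simulated losses of 1 copy over 2 probes, put in at -1, had a positive probe in 94% to 97% of insertions. Both losses of the dam were smaller in size than that, so this rate does not hold for them. By the mean of the region, past 0.5 of the value of the dam on both arrays, 5 of 72 chances had a carrier (6.94%), a rule whose yield was not simulated. The dam loci without carriers were pairs of positive probes, among them chromosome 7, 140943476 to 140946864 (0.74), chromosome 14, 12787302 to 12790375 (0.74), chromosome 2, 128503922 to 128506627 (0.69), and chromosome 8, 130933140 to 130935101 (0.67). At the last of these F1 mouse 1 had 0.52 without a positive probe. Only the chromosome 3 interval had at least 4 positive probes, and its probes belonged to a set that recurred across 14 chromosomes in the same mice, described next.

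The chromosome 3 interval, from 25417435 to 25444229 (26.8 kb), held 4 probes that were lower in the dam and in F1 mice 4, 5 and 6. Their means were -1.53 ± 0.54 in the dam and -1.50 ± 0.43, -1.57 ± 0.47 and -1.63 ± 0.56 in F1 mice 4, 5 and 6 (SD over 4 probes). The sire and F1 mice 1, 2 and 3 lay between -0.08 and 0.07. These 4 belonged to a wider set of 33 autosomal probes on 14 chromosomes that were positive and lower in these 4 mice and in no other, which is every probe positive in exactly 4 mice. Median values over the set were -1.54 in the dam and -1.64, -1.41 and -1.44 in F1 mice 4, 5 and 6, against -0.16 to -0.02 in the other mice. The probe with the lowest ratios, A_67_P06011063 on chromosome 6 (104241394 to 104241453), stood at -4.00 in the dam and at -4.40, -4.31 and -4.06 in F1 mice 4, 5 and 6. A_67_P08574630 on chromosome 16 (40851536 to 40851595) stood at -3.47, -3.36, -3.26 and -3.19, and A_67_P01642305 on chromosome 7 (141019208 to 141019267) at -3.26, -3.13, -3.27 and -3.09. These mice were the females by the sex-linked probes, with raised X-linked and lowered Y-linked medians. Over the set, the median signal in the channel of the dam was 1.23 times the autosomal median, and in the channel of the reference on the same arrays it was 4.63 times. A loss of 1 of 2 copies corresponds to a log2 ratio of -1. The set and its probes were picked after their values were seen.

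**Figure D4:**
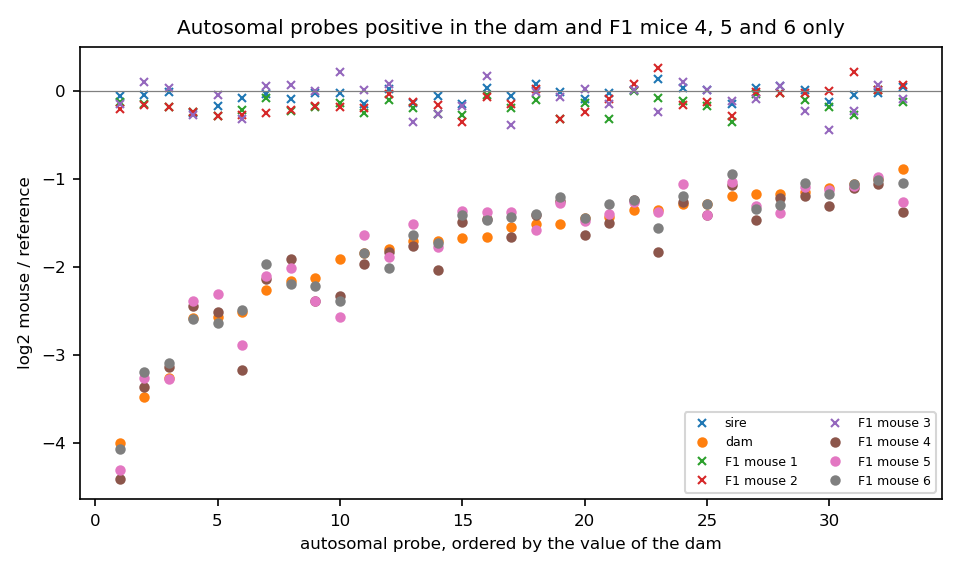
Log2 ratio (mouse over reference, vertical axis) of the 33 autosomal probes, ordered by the value of the dam (horizontal axis), with filled circles for the dam and F1 mice 4, 5 and 6 and crosses for the other mice. The circles run from -4.40 to -0.88 while the crosses stay between -0.44 and 0.27.

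Changes of copy number present in an F1 mouse and in neither parent were the subject of the family comparison. Of the F1 regions, 17 held no positive probe of either parent, 10 higher and 7 lower, and none had 4 positive probes. Of these 17, 7 lay in the chromosome 4 stretch, where the sire was raised as well, such as 101135824 to 101140687 with 0.71 in F1 mouse 1 and 0.64 in the sire. The other 10, 3 higher and 7 lower, were pairs of probes in F1 mouse 1 (2 regions), F1 mouse 2 (1), F1 mouse 3 (4) and F1 mouse 6 (3), and F1 mice 4 and 5 had none. Lower regions included chromosome 6, 90503535 to 90506604, at -0.91 ± 0.09 in F1 mouse 3, chromosome 8, 41468389 to 41470966, at -0.81 ± 0.16 in F1 mouse 6, and chromosome 3, 154186004 to 154188561, at -0.76 ± 0.07 in F1 mouse 1 (SD over 2 probes). At the chromosome 6 region the sire and dam had 0.33 and 0.43. A higher region on chromosome 5, 107878677 to 107881734, had 0.71 ± 0.18 in F1 mouse 2, and the dam had 0.58 there. When both parents had to lie within 0.3 of 0 on both arrays, 2 of the 17 were left, chromosome 1, 39074822 to 39076314, at -0.58 in F1 mouse 1 and chromosome 4, 89083991 to 89085961, at 0.52 in F1 mouse 3, which are named here after their values were seen. Between 0% and 0.10% of random runs of as many probes in the same mouse were as large as these regions, a share to be read against the 950622 probes searched. The count of 17 became 11 without F1 mouse 1 or without F1 mouse 6, 10 without dim spots and 5 with the other background method. The second-array data were not analysed here, and the study's list of de novo changes that passed its follow-up names no mouse of this family.

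Single probes accounted for most of what was positive in F1 mice alone. Of 740 probes positive in any F1 mouse, 672 were positive in neither parent (90.8%), 644 of them in 1 mouse. The largest in size were A_67_P05548500 on chromosome 5 (42626600 to 42626659) at -2.49 in F1 mouse 3, A_67_P02201781 on chromosome 10 (99511971 to 99512030) at 2.22 in F1 mouse 2 and A_67_P04268094 on chromosome 1 (134832625 to 134832684) at 1.98 in F1 mouse 4. A_67_P08692997 on chromosome 16 (95622444 to 95622503) was at -1.94 in F1 mouse 1, and A_67_P06130045 on chromosome 7 (17234932 to 17234991) at -1.92 in F1 mouse 6. The neighbouring probes of these 5 lay between -0.19 and 0.29. At A_67_P05548500 the sire stood at -0.97, the dam at -0.45 and F1 mice 1 and 2 at -1.13 and -1.39, and the 2 arrays of F1 mouse 3 gave -3.63 and -1.35. At A_67_P02201781 the sire and the dam stood at 0.75 and 0.76, and at A_67_P08692997 the sire stood at -0.91 and F1 mouse 4 at -1.45.

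No region was shared by all 8 mice, but 1 probe was. A_67_P07959016 on chromosome 13 (95707465 to 95707524) was higher than the reference in every mouse, from 1.31 in the sire to 2.36 in F1 mouse 1. On the array of F1 mouse 6 hybridized against reference mouse 2 it stood at 1.92, and on the array of that mouse against reference mouse 3 at 1.22. Its neighbours on both sides lay at 0.02 and 0.05. With the other background method no probe passed in all 8 mice.

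Across the F1 mice, limma called 2 of 949966 probes against 0, both higher, with 76857 probes at an unadjusted p below 0.05. The first was A_67_P07959016, with a mean of 1.94 (SE 0.11, limma adjusted p = 0.00109, higher in 6 of 6 F1 mice). The other was A_67_P01719365 on chromosome 8 (41641241 to 41641300), with a mean of 0.81 (SE 0.06, limma adjusted p = 0.0193, higher in 6 of 6 F1 mice). At this probe the F1 mice ranged from 0.57 to 1.08, while the sire had -0.01 and the dam -0.23. F1 mice minus parents gave 0 probes in limma, with 35694 at an unadjusted p below 0.05 and a smallest adjusted p of 0.455. Sire minus dam also gave 0 in limma, with 43079 at an unadjusted p below 0.05 and a smallest adjusted p of 0.167. In simulated data a shift of 1.0 in the sire alone was found at 0% of probes by this contrast, so a change of 1 copy at a single probe would have been missed. With scan day as a random block the limma counts were 2, 0 and 0. The parents were scanned on a day without F1 mice, so the block cannot remove a day effect from F1 mice minus parents. Each mouse entered with 1 day, although the 2 arrays of F1 mouse 5 were scanned on different days. Leaving out F1 mouse 1 gave 4 probes for the F1 mean, leaving out F1 mouse 2, 4 or 5 gave 1, and the arrays with the mouse in Cy5 or in Cy3 alone gave 244053 or 169300.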

Values the study reported

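The study called a probe positive in the first screening when the absolute log2 ratio exceeded 0.8 in both dye-swap hybridizations, or 0.5 for 2 adjacent probes. Its first array had autosomal probes at a spacing of about 2 kb. Over all families, after a second array and quantitative PCR, the study reported de novo deletions in 29 of 142 F1 mice of the irradiated group (20.4%) and in 11 of 156 F1 mice of the non-irradiated group (7.1%). Deletions with at least 2 positive probes in the first array were reported in 22 (15.5%) and 8 (5.1%) of these mice. In the irradiated group the study counted 31 deletions and 1 duplication, though its list, as read here, shows fewer deletions than that. Neither its list of de novo changes that passed quantitative PCR nor its list of mice with several changes names a mouse of this family.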

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

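All tests of explanations in this part were chosen after the patterns had been seen. A search for 1 mouse lying apart among the 6 F1 mice covered 56 values and marked 5. Its cutoff marks about 1 in 20 by chance among values that were not picked by size. The 56 also held stretches, regions and single probes picked by their values, and the window stretches were added after the data were seen. The rate of 1 in 20 therefore does not hold for all 56. The median of chromosome 3 in F1 mouse 1 was -0.0050, below the other F1 mice at -0.0012 to -0.00042. The median of chromosome 4 in F1 mouse 2 was -0.0034, below -0.00045 to 0.00035 in the others. The median of chromosome 8 in F1 mouse 2 was 0.0143, above -0.0040 to -0.000083 in the others. The median of chromosome 14 in F1 mouse 1 was -0.0058, below -0.0016 to -0.00024 in the others. The single probe A_67_P06130045 (chromosome 7, 17234932 to 17234991) stood at -1.92 in F1 mouse 6 and at 0.07 to 0.64 in the other F1 mice, but it entered the search for its size in that mouse, so its mark restates that choice.

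The 33 autosomal probes that were lower in the dam and F1 mice 4, 5 and 6 were unlike losses passed on by the dam. Of all probes positive in the dam, in any 3 F1 mice and not in the sire, 100% (33 of 33, on 14 chromosomes) fell on the same 1 of 20 possible sets of F1 mice, where separate losses would be spread over the sets. F1 mouse 4 lay -1.43 from F1 mouse 3, scanned on the same day, in the median over these probes. That gap follows from the choice of the set, which required F1 mouse 4 to pass and F1 mouse 3 not to. It therefore does not test scan day. At these probes the channel of the dam held 1.23 times the autosomal median signal, close to a usual autosomal probe, whereas the channel of the male reference on the same arrays held 4.63 times and that of the sire 4.12 times. A candidate explanation, a hypothesis found and tested on the same data without the probe sequences, is extra matching sequence in male DNA, such as copies on the Y chromosome, which would add signal in males without any loss in the dam.

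For the gain on chromosome 4 in the sire and F1 mice 1 and 6, the lowest of the 6 array means was 0.52. The stretch was found by windows past 0.3 in the same direction on both arrays of a mouse. These array means therefore do not test a dye or array effect. A loss in the reference mouse was argued against by the other 5 mice, whose highest mean was 0.029 against the same reference. Scan day was argued against by the dam and F1 mouse 2, which lay 0.50 below the sire and 0.54 below F1 mouse 1 on the same days. The best-fitting borders in both F1 mice lay 0 probes from those of the sire, which is consistent with an extra copy passed on by the sire. That remains a hypothesis, and whether it bears on exposure cannot be addressed with 1 family.

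Of the positive probes outside these sets, array noise common to any pairing of arrays could account for a part but not for all. Pairs of arrays from different mice gave 87.3 such probes on average, 75.9% of the 115 given by the arrays of the same mouse. Matchings of the arrays as rich as the own pairs were rare (permutation over 100000 matchings, p = 2e-04). Both arrays of a mouse, except F1 mouse 5, shared a scan day, so noise shared by the 2 arrays of a mouse was not excluded. Dim spots are a further candidate explanation, since at 675 of these 920 positive calls (73.4%) the probe had a spot not well above background on an array of another mouse, against 1.91% to 2.12% of all probes. The share on arrays of the same mouse, 78.4%, is partly fixed by the change itself, as a lowered signal makes a spot dim. No biological explanation was tested for these probes.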

How the results depend on the processing

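The pairs of arrays from different mice, the 10-probe windows and the settings on the chromosome 4 stretch were tried after the data had been seen, and the other settings were fixed before. Of the values of the main comparisons, 126 kept their direction and side of the threshold or their size, 45 moved, 6 turned in sign, 3 came past the threshold and 2 fell short of it. Without centring, with outlier-marked spots kept and with the series value table, none of the values recomputed changed in this way. The chromosome 4 means stayed within 0.50 to 0.55 and the chromosome 3 means within -1.63 to -1.50 in every setting tried for them. Where no construction is named, the cause was not tested. Low signal over background bore on the single-probe counts, since many calls rested on dim spots. A GC correction and the gene lists were not run, because probe sequences and a matching annotation were not at hand. No paired analysis was possible because all 6 F1 mice share the same 1 sire and 1 dam. The single-probe rule and the minimum of 4 left no region of the sire, so they gave no carrier share.

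The total of 1130 positive probes became 444 at a threshold of 1.0, 5144 at 0.6, 245 with normexp, 399 without dim spots, 5768 with direction not required, and 85136 (mouse in Cy5) or 81141 (mouse in Cy3) on 1 array per mouse, where 1 array instead of 2 had to pass. The difference of F1 mice from parents, 3.67, became -1.33 at 1.0, -137 at 0.6, -8.5 with normexp, -14.8 without dim spots and -373 in Cy3 only, against 13.2 under the single-probe rule, 173 with direction not required and 1126 in Cy5 only, and ranged from -7.9 (without F1 mouse 6) to 10.9 when 1 F1 mouse was left out, and no exact permutation test separated the groups in any of these. The 37 regions became 4 under the single-probe rule or with at least 4 positive probes, 19 with normexp, 347 with direction not required, 16974 in Cy5 only and 14309 in Cy3 only, and pairs of different mice gave 10.71 for 8 pairs. The share of positive probes that were higher, 33.7%, was 46.7% with direction not required, 68.5% in Cy3 only and 24.6% in Cy5 only. Regions in all 8 mice numbered 3 in Cy5 only and 2 in Cy3 only.

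The 17 F1-only regions became 0 under the single-probe rule or with at least 4 positive probes, 5 with normexp, 10 without dim spots, 236 with direction not required, 10114 in Cy5 only, 8385 in Cy3 only, 2 with parents within 0.3, 9 with parents under 0.5 of the F1 value, 10 without the chromosome 4 stretch, and 11 to 17 when 1 F1 mouse was left out. Carriers at dam loci rose to 50% under the single-probe rule or with at least 4 positive probes, which leave only the chromosome 3 locus. Its carriers were F1 mice 4, 5 and 6, the females by the sex-linked probes, and its probes belong to the set of 33. The 50% therefore cannot be read as transmission from the dam. Against 4.17%, carriers at dam loci were 16.7% with normexp, 15.3% in Cy5 only, 12.4% in Cy3 only, 7.14% without dim spots, 6.94% by the region mean, 5.56% at 0.6 and 2.78% with direction not required, and 3.33% to 5% when 1 F1 mouse was left out. Carriers at sire loci, 16.7% by positive probes inside the sire regions alone, were 33.3% at 0.6, with normexp and by the region mean, 2.90% with direction not required, 15.7% in Cy5 only and 13.3% in Cy3 only, and 0% to 20% when 1 F1 mouse was left out.

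The 2 limma calls for the F1 mice became 244053 in Cy5 only and 169300 in Cy3 only (10694 and 8312 of a size of at least 0.5), where dye effects are not removed, and 1 to 4 when 1 F1 mouse was left out. F1 mice minus parents gave 18 in Cy5 only by limma, and sire minus dam 43 in Cy5 only and 5 in Cy3 only. With normexp, whose offset shrinks ratios of dim spots, the dam had 0.60 on X and -0.40 on Y.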

Other observations

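The values in this part come from windows and comparisons that were all chosen after the data had been seen. Windows of 10 probes gave 12 stretches past 0.3 on both arrays of at least 1 mouse. In the dam and F1 mice 4, 5 and 6 together 6 stretches passed, and 4 of these contain probes of the set of 33, namely chromosome 3, 25395968 to 25471092, chromosome 6, 104219443 to 104261643, chromosome 7, 141000920 to 141036006, and chromosome 16, 40830098 to 40860204. In the dam, 4 of 20 probes were positive in that chromosome 3 stretch, and 1 of 19, 1 of 18 and 1 of 14 on chromosomes 6, 7 and 16. The means of these 4 stretches rest largely on the probes of the set, so they do not show whole stretches lowered. Of the 5 stretches that passed in 1 mouse only, 2 also contain a probe of that set, with lower means in the same 4 mice. That probe stood at -2.51 in the dam on chromosome 3 and at -2.58 on chromosome 9. On chromosome 3, 132530907 to 132562502, the dam had -0.09 and F1 mice 4, 5 and 6 had -0.20, -0.18 and -0.22. On chromosome 9, 35840070 to 35889092, they had -0.12, -0.19, -0.19 and -0.26. A stretch of chromosome 8 from 102129465 to 102245478 (116 kb, 41 probes) had means of 0.26 ± 0.21 in the dam and 0.28 ± 0.19, 0.31 ± 0.18 and 0.26 ± 0.18 in F1 mice 4, 5 and 6 (SD over 41 probes). The sire and F1 mice 1, 2 and 3 had means between -0.03 and 0.03 there. A stretch of chromosome 14 from 61788739 to 61817686 (28.9 kb, 17 probes) had means of -0.30 in the dam and -0.26, -0.20 and -0.21 in F1 mice 4, 5 and 6, against 0.03 in the sire and -0.12, -0.03 and -0.13 in F1 mice 1, 2 and 3. The dam and F1 mice 4, 5 and 6 were the females by the sex-linked probes. At the chromosome 8 and chromosome 14 stretches, a change passed on by the dam and a difference by sex therefore cannot be told apart.

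Besides the 33 probes above, further probes were positive and lower in some of the dam and F1 mice 4, 5 and 6 only. Together 51 probes were positive in at least 2 of these 4 mice and in none of the others, and 48 of them were positive in the dam, 38.7% of its 124 lower positive probes.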
